A study of Homo sapiens with 4 samples. Its data were reported in "Exploration of alcohol use disorder-associated brain miRNA–mRNA regulatory networks" (2021).

How the data were processed

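Stranded mRNA-seq libraries were prepared from cortical interneurons differentiated from the H1 human embryonic stem cell line, an established line. GEO's labels give 4 samples, of which 2 were exposed to ethanol and 2 were not. Per the methods, the authors processed the reads with the Pipeliner workflow. The deposited table was described as raw counts per gene, some of its values were not whole numbers, and the genome build was not stated.

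The table held 4 value columns with generic names. These names matched none of the samples' labels, so 4 columns were left out and 0 were assigned to a sample or a group. Column order and the values themselves were not used to assign them. The columns' totals, ranges and rank correlations were inspected when the unit was identified, and none of them is reported. The planned tests, their alternatives and the rule for naming genes were not applied. The gene identifiers were compared, without version suffixes, with the genes of GENCODE release 29 and with a table of gene names. Gene coordinates were not used here, since the authors' build was not stated.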

Results

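mRNA-seq was used to ask whether exposure to ethanol changed gene expression in cortical interneurons, a class of inhibitory neurons, differentiated from the H1 human embryonic stem cell line. GEO's labels describe 4 samples, of which 2 were exposed to ethanol and 2 were not. Per the methods, culture with or without ethanol lasted 7 days. The cells were collected after a further day of culture without ethanol. No expression value, depth, fold change or p-value is given for any sample or gene, because the 4 value columns of the deposited table carry generic names that matched 0 of the samples' labels. The comparison of ethanol-exposed with unexposed cells was not analysed here.

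The gene identifiers of the table belong to no sample and were examined on their own. The table listed 57736 gene identifiers, all of them distinct Ensembl identifiers with no version suffix. Of these, 52301 (90.6%) were found in GENCODE release 29, a reference annotation of human genes, and 5435 were not. Among the identifiers found there, 19250 were annotated as protein-coding genes, 9749 as processed pseudogenes, 6576 as long intergenic noncoding RNA genes and 5097 as antisense genes. GENCODE release 29 held 19951 protein-coding genes in all. When the identifiers were looked up in a separate table of gene names, 51959 were found.

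In the other direction, 6434 of the 58735 genes of GENCODE release 29 were absent from the table. Of those 6434 genes, 6209 had an identifier numbered above 273493, the highest number in the table. Of the 15 lists of named genes chosen before the table was examined, 13 had an identifier in the table for every member, including 22 interneuron marker genes, 22 immediate early genes and 19 genes of ethanol metabolism. The other 2 lists were taken from the study. Its 19 genes called in the ethanol-exposed cells passed only a relaxed threshold, after none passed its first threshold. Of these 19 genes, 18 were matched and the symbol H2AW was not. Of its 13 genes shared with more than 1 brain region, 12 were matched and the symbol NPIP4 was not. Genes that the study found shared with a single brain region were not in that list. An unmatched symbol was one that the gene names used here did not link to an identifier of the table, so the gene itself may be listed under another name. Being listed says nothing about whether a gene was expressed.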

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

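The number of gene identifiers matched to an annotation was 52301 with GENCODE release 29 and 51959 with the table of gene names, an alternative chosen after seeing the data. The comparison with GENCODE release 29 was not planned in advance either. The choices planned for the comparison of exposed with unexposed cells (the test, the normalization, the filter on low counts, the GC and length correction, and leaving out each library) were not run. No paired analysis was possible because the columns carry no replicate number and could not be matched to a sample.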
